A study of Mus musculus with 11 samples. Its data were reported in "Multimodal decoding of human liver regeneration" (2024).

How the data were processed

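Spatial gene expression was measured with the Visium assay on 11 snap-frozen mouse liver sections, each 1 library: 3 uninjured sections at 0 h (replicates 2, 3 and 4), 2 APAP-injured sections at 24 h (A and B), 2 at 36 h (A and B) and 4 at 48 h (A to D). Times of the injured sections were taken from the sample labels, and APAP as the cause of injury from the study. The uninjured sections are labelled healthy without a time and are called 0 h here. The labels list the sections as separate samples and do not say which mouse, slide or sequencing run each came from, and the study's methods give a single mouse liver per time point for this assay, whereas several sections are listed for each here, so n counts sections throughout. Read that way, every p covers only the spread between sections of a mouse, and mouse and time cannot be separated. Because no label gives a batch, a batch that ran with a time point cannot be told apart from that time point. Transcripts of the X-linked gene Xist lay at or below 0.031 CPM in every section.

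Per the file headers, the deposited matrices were written by SpaceRanger, and per the study's methods the authors aligned the reads to mm10 with Ensembl gene models. The deposited values were raw UMI counts for 31053 genes and 4992 spot barcodes per section, on and off the tissue, with no spot filter and no normalisation. The authors' tissue mask and the array position of each spot were read from the position files. Images and image scale factors were not used here.

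From these counts, spots under the tissue mask with at least 800 detected genes and at most 20% mitochondrial UMIs were kept, following the spot filter in the study's methods. The manual removal of isolated spots that the study describes was not repeated. The filter removed 14, 40 and 103 spots from the 0 h sections 2, 3 and 4 and at most 12 from any injured section. UMI counts of the passing spots were then summed per section, since spots of a section are not replicates. Across sections the sums ranged from 31292663 to 67045372 UMIs.

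Differential expression was tested on the section sums with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the time point as group (14821 genes), libraries were scaled by TMM, and all 11 sections entered 1 quasi-likelihood fit with robust dispersion estimates. The common biological coefficient of variation was 0.194. The 5 comparisons were 24 h, 36 h and 48 h against 0 h, 36 h against 24 h, and 48 h against 36 h. Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested within a comparison, and a gene was called changed at an adjusted p under 0.05. CPM denotes UMIs per 1000000 of the TMM-scaled section total. In counts simulated from the means and library sizes of these sections with 200 changed genes, the same steps recovered 120 of them for 48 h against 0 h and 71 for 36 h against 0 h, all with the right sign, while 6.98% and 7.79% of the calls were false.

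Gene modules were fixed before the data were examined. The mouse central (23 genes) and portal (12 genes) lists came from the study's spatial trajectories, which were drawn on the study's own spatial data, so their behaviour here is not independent evidence. The migratory list held the first 25 genes of the study's human migratory hepatocyte signature, of which 21 matched a mouse gene by symbol. The cycling list held the 97 S and G2/M genes of Seurat 5.3.0. Lists for hepatocytes (6 matched genes), myofibroblasts (4), mononuclear phagocytes (4) and endothelia (7) were the study's markers. The hepatocyte list differs from the signature in the study's spatial methods, which has CYP2A6, CYP3A4 and HAL and lacks Alb, Hnf4a and Apoa1. The central and hepatocyte lists shared 1 gene, Cyp2e1, and 1 listed hepatocyte gene, Tf, did not match. Each module was tested in each comparison with fry from limma 3.58.1, a self-contained rotation test, with adjustment over the 40 tests, and its median log2 fold change was reported.

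For spatial measures each spot was thinned to 2000 UMIs with a fixed seed, so that depth did not set the scores, and 0 to 5 spots per section with fewer UMIs were left out. A spot's module score was the mean over the module's genes of the natural log of 1 plus UMIs scaled to a common total. The central-portal correlation was Pearson's r between the central and portal scores across the spots of a section. The zonation score was central/(central + portal) after scaling each module score to 0-1 over all sections, and its SD across spots was taken per section. A spot was called hepatocyte-low when its hepatocyte score fell below the 1st percentile of 0 h spots, averaged over the 3 sections. This names a spot poor in hepatocyte transcripts and is not a measure of necrotic area. Spots touching a hepatocyte-low spot on the hexagonal grid and not low themselves formed ring 1, and spots at least 3 steps away were far spots. The ring difference was the mean score in ring 1 minus that in far spots, and sections with fewer than 20 spots in either class gave no value. Injured and 0 h sections were compared by exact permutation tests of the difference in means (165 arrangements of 8 and 3 sections), and ring differences were also tested against 0 by exact sign-flip permutation. The two-sided p was 2 times the smaller one-sided p. The 0 h group was not tested against single time points, since 3 against 2 or 4 sections cannot reach a p under 0.05 when computed this way. Spatial steps were tested on simulated sections with known differences.

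Genes named in the text followed a rule fixed before the data were examined: a list of 13 genes (Anxa2, Alb, Cyp2e1, Glul, Hal, Cyp2f2, Mki67, Top2a, Ccnb2, Acta2, Col1a1, Lyz2 and Cd68) and, for each comparison with 0 h, the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 10 CPM and no overlap between the sections of both groups, with 3 per side for the comparisons between adjacent times. A gene could be named by more than 1 part. 1 gene that met this rule is not reported here, and counts of named genes include it. Gene positions are those of the GENCODE annotation of GRCm38 (mm10), matched by Ensembl identifier for 39 of 39 named genes.

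Alternatives also fixed before the data were examined were total-count scaling in place of TMM, DESeq2 1.42.0, no filter on low counts, every spot under tissue, thinning of all sections to 31292663 UMIs, removal of mitochondrial and haemoglobin genes, fits with only the 2 groups compared, the section letter as a replicate block, and leaving out each section in turn. For modules the alternatives were camera with a correlation of 0.01, the whole migratory list and that list without Anxa2. For spatial measures they were no thinning, thinning to 4000 UMIs, module shares of UMIs as scores, the 5th percentile, far spots from 2 steps on, every tissue spot, and zonation without hepatocyte-low spots. Camera with an estimated correlation was run as a separate check. A fit of 6 sections without the block was added after the data had been examined. Lists of clock genes, immediate early genes and heat shock genes were written after the comparisons and before they were tested. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.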

Results

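To follow the liver transcriptome in place after paracetamol (acetaminophen, APAP), a drug whose overdose kills hepatocytes around the central vein, spatial gene expression was measured in 11 mouse liver sections. Visium captures polyadenylated RNA from a section on a grid of barcoded spots, each wider than a cell, so a spot mixes the RNA of several cells. The sections comprised 3 uninjured samples at 0 h and 8 samples after APAP, with 2 at 24 h, 2 at 36 h and 4 at 48 h. Whether sections of a time point came from separate mice is not stated in the labels, so n is the number of sections and the tests compare sections. The study's methods give a single mouse liver for each time point in this assay. Read that way, every p covers only the spread between sections of a mouse, and mouse and time cannot be separated.

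The files held raw UMI counts, on and off the tissue, and depth varied between sections of a group as well as between groups. In the 0 h sections 2, 3 and 4, the passing spots held 57398798, 67045372 and 45196102 UMIs in 1937, 2690 and 2329 spots. The 24 h sections A and B held 45997655 UMIs in 2521 spots and 31895764 in 1648 spots. The 36 h sections A and B held 31292663 UMIs in 1970 spots and 33338901 in 2035 spots. The 48 h sections A to D held 60496993, 43600556, 59776103 and 60856876 UMIs in 3466, 1490, 2629 and 2421 spots. Median UMIs per passing spot ranged from 15168.5 in 36 h A to 29950 in 0 h 2. Intervals given for single ratios cover counting error only.

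Sections of a group differed by far more than counting noise, with 42.1 to 226 chi-square units per gene over the 11 pairs within groups, so none was the same library sequenced again. This does not show that the sections came from separate mice. The widest pair was 36 h A and 36 h B. The first principal component of the section profiles held 55.4% of the variance and separated the 3 sections at 0 h from all 8 injured sections. The second component placed the 24 h sections farthest from the 0 h and 48 h sections. Composition also differed. The 50 most abundant genes took 40.9% to 42.0% of UMIs at 0 h and 33.2% to 35.2% at 48 h, and the TMM factors of the 0 h sections (0.783 to 0.811) lay below those of all injured sections (0.983 to 1.17).

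The comparisons with 0 h asked which genes changed after APAP injury at each time. With edgeR's quasi-likelihood test, 6180 of 14821 genes were changed at 24 h (3426 higher and 2754 lower), 4329 at 36 h (2488 higher and 1841 lower) and 6552 at 48 h (3451 higher and 3101 lower). At 24 h, 1580 genes were at least 2-fold higher and 1280 at least 2-fold lower, against 1513 and 466 at 36 h and 2049 and 651 at 48 h. The scaling moved the balance of higher and lower genes. Under total-count scaling 80.4% of the calls at 24 h, 94.1% at 36 h and 93.7% at 48 h were higher than at 0 h, against 55.4%, 57.5% and 52.7% with TMM. Total-count scaling placed the median gene 0.37, 0.49 and 0.54 above 0 h on the log2 scale, whereas with TMM it lay at 0.05, 0.05 and 0.01. Directions reported here are relative to the TMM scaling unless stated otherwise. The count at 24 h fell to 4182 without 24 h B and 4421 without 24 h A, and was 7584 under total-count scaling. The count at 36 h fell to 2643 without 36 h B, to 2709 without 0 h 2 and to 2770 without 0 h 3.

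Of the 13 genes listed in advance, 8 were called at 24 h, 10 at 36 h and all 13 at 48 h over all genes tested. Adjusted over the list alone, the numbers were likewise 8, 10 and 13. The study had chosen genes of this list on these and related samples, so the latter count is not independent evidence.

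Anxa2 (ENSMUSG00000032231; GRCm38 chromosome 9, 69453620 to 69491795, plus strand), the gene that marks the study's migratory hepatocytes, was measured at 16.4 ± 2.005 CPM (SD, n = 3) at 0 h. It rose to 92.1 ± 27.7 CPM (n = 2) at 24 h, 139 ± 86.2 CPM (n = 2) at 36 h and 217 ± 73.9 CPM (n = 4) at 48 h. All 8 injured sections, from 72.4 to 297 CPM, lay above all 3 sections at 0 h, from 15.2 to 18.7 CPM. The log2 fold changes were 2.49 (SE 0.411, edgeR adjusted p = 0.00109) at 24 h, 3.09 (SE 0.417, adjusted p = 0.00109) at 36 h and 3.73 (SE 0.398, adjusted p = 9.61e-05) at 48 h. Anxa2 did not differ detectably between 36 h and 24 h (adjusted p = 0.374) or between 48 h and 36 h (adjusted p = 0.399). A spot holds several cell types, so these values are not specific to hepatocytes.

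**Figure D1:**
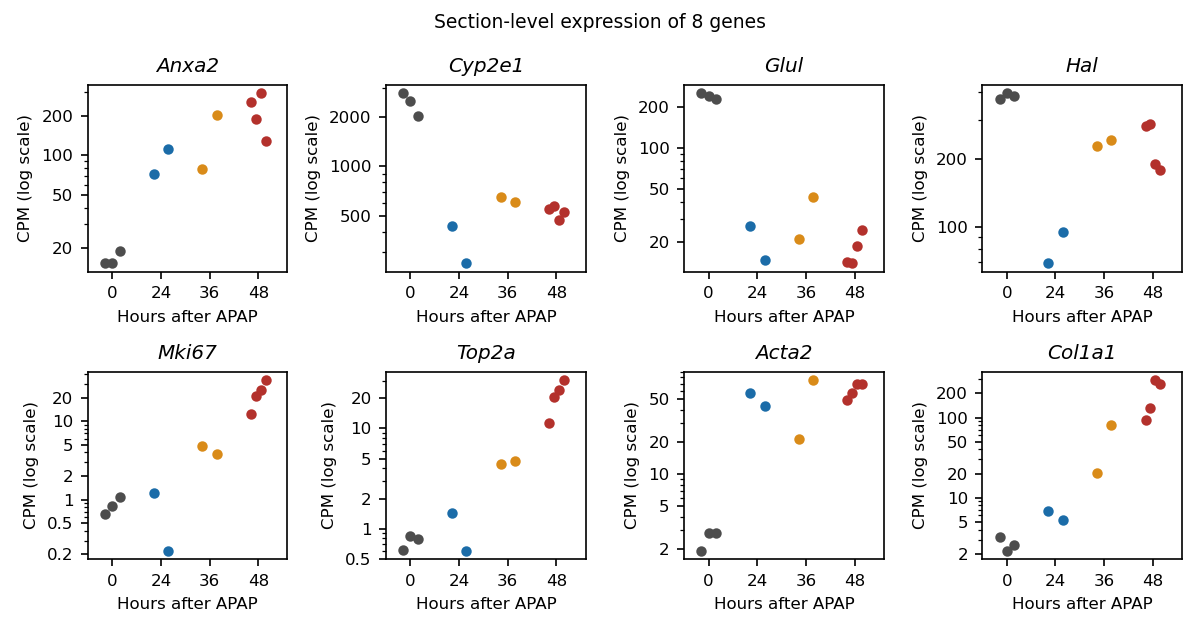
CPM on a log scale of 8 genes against hours after APAP (evenly spaced categories), with 1 point per section. Anxa2 lay between 15.2 and 18.7 CPM at 0 h and between 72.4 and 297 CPM in the injured sections, and Mki67 stayed between 0.223 and 4.75 CPM until 36 h and reached 12.3 to 33.2 CPM at 48 h.

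Genes of hepatocytes near the central vein fell at every time. Cyp2e1 (ENSMUSG00000025479; chromosome 7, 140763739 to 140774987, plus strand) was measured at 2428 ± 391 CPM at 0 h (SD, n = 3), 345 ± 125 CPM at 24 h (n = 2), 627 ± 30.9 CPM at 36 h (n = 2) and 531 ± 43.5 CPM at 48 h (n = 4). Its log2 fold changes against 0 h were -2.82, -1.95 and -2.19, with edgeR adjusted p of 3.2e-05, 0.000501 and 2.16e-05. Glul (ENSMUSG00000026473; chromosome 1, 153899944 to 153909723, plus strand) fell from 241 CPM at 0 h to 20.8, 32.1 and 17.9 CPM, with log2 fold changes of -3.53, -2.91 and -3.75. Genes of the portal side fell as well. Cyp2f2 (ENSMUSG00000052974) went from 1430 CPM to 241, 432 and 492 CPM. Hal (ENSMUSG00000020017; chromosome 10, 93488768 to 93519304, plus strand) went from 382 ± 12.7 CPM at 0 h to 81.8 ± 18.2 at 24 h, and was 237 ± 10.8 at 36 h and 235 ± 57.4 at 48 h. The fall of Hal was called at 24 h (log2 fold change -2.23, edgeR adjusted p = 8.4e-05), 36 h (-0.69, adjusted p = 0.0371) and 48 h (-0.70, adjusted p = 0.00883). Under total-count scaling the later calls of Hal were lost at log2 fold changes of -0.25 and -0.18. The call at 36 h was also lost without any of 0 h 2, 0 h 3, 0 h 4, 36 h A or 36 h B, with adjusted p between 0.0671 and 0.112. Alb fell by 0.45 on the log2 scale at 24 h (edgeR adjusted p = 0.0461) and by 0.40 at 48 h (adjusted p = 0.0337), and the change of -0.27 at 36 h was not called. These Alb values depended on the scaling. Total-count scaling gave -0.13 at 24 h and turned the sign at 36 h and 48 h, to 0.17 and 0.13, with no call. The Alb call was also lost at 24 h without 0 h 2, 0 h 3, 0 h 4, 24 h A, 24 h B or 48 h A (adjusted p 0.0545 to 0.231) and at 48 h without 0 h 2, 0 h 3, 0 h 4, 48 h C or 48 h D (adjusted p 0.0623 to 0.0884).

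The proliferation genes rose late. Mki67 (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361, minus strand) was at 0.854 ± 0.208 CPM at 0 h, 0.725 ± 0.709 at 24 h, 4.26 ± 0.696 at 36 h and 22.8 ± 8.75 at 48 h (SD, n = 3, 2, 2 and 4). It was not called at 24 h (edgeR adjusted p = 0.898) and was called at 36 h (log2 fold change 2.33, adjusted p = 0.00907) and at 48 h (4.76, adjusted p = 7e-05). Top2a followed the same course, at 0.751, 1.01, 4.54 and 21.5 CPM. Ccnb2 was called against 0 h at 48 h (10.0 CPM against 1.11, log2 fold change 3.17, adjusted p = 0.000829) and not at 24 h or 36 h. The directions that were not called were unstable. Mki67 at 24 h was at -0.12, and at 0.22 under total-count scaling, 0.01 without 0 h 4 and 0.53 without 24 h B. Top2a at 24 h was at 0.48, and at -0.31 without 24 h A. Ccnb2 at 36 h was at -0.18, and at 0.26 under total-count scaling, 0.01 without 0 h 3 and 0.06 without 36 h B.

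Among mesenchymal and phagocyte genes, Acta2 was at 2.51 CPM at 0 h and 50.2, 48.2 and 61.0 CPM afterwards, with edgeR adjusted p of 9.83e-05, 0.000433 and 5.09e-05. The 36 h mean of Acta2 came from 21.1 CPM in 36 h A and 75.2 in 36 h B. Col1a1 went from 2.65 ± 0.520 CPM at 0 h to 6.04 ± 1.19 at 24 h, which was not called (adjusted p = 0.148; called in a fit of only the 24 h and 0 h sections, at a log2 fold change of 1.16 and adjusted p = 0.00323), to 50.4 ± 42.3 at 36 h (adjusted p = 0.00174) and to 194 ± 96.6 at 48 h (adjusted p = 0.000101). Lyz2 was called at 48 h (643 CPM against 196, log2 fold change 1.71, adjusted p = 0.000407), and not at 24 h (0.58, adjusted p = 0.12) or 36 h (0.30, adjusted p = 0.433). Total-count scaling called it at both times (0.90 and 0.74), and a fit of only the 24 h and 0 h sections called it at 24 h (0.54). Cd68 was called at every time, at 18.1 CPM at 0 h and 54.9, 75.7 and 104 CPM afterwards.

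The largest rises among genes with at least 10 CPM included Sprr1a, Gpnmb, Chil3, Lcn2, Mmp12 and Gm3776. Gm3776 resembles other glutathione transferase genes and is uncertain because reads can be shared between such copies. Sprr1a (ENSMUSG00000050359; chromosome 3, 92483952 to 92485895, minus strand) had 4 UMIs over the 3 sections at 0 h and 16787 over the sections at 24 h, a ratio of UMIs per TMM-scaled total of 7288 with a 95% counting interval of 2846 to 26751. The ratio for Gpnmb (7 UMIs at 0 h) was 2865 at 48 h, with an interval of 1390 to 7126, and that for Chil3 (11 UMIs) was 793, with an interval of 443 to 1589. Mmp12 rose to a similar level at each time, at 37.5 ± 3.21, 35.8 ± 2.16 and 30.5 ± 8.37 CPM against 0.213 ± 0.159 at 0 h (edgeR adjusted p of 4.49e-06, 6.99e-06 and 2.56e-06). Lcn2 was at 4.93 ± 2.63 CPM at 0 h and 1099 ± 675, 488 ± 477 and 366 ± 256 CPM afterwards. At 36 h it was 151 CPM in 36 h A and 825 in 36 h B.

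The largest falls included Slc1a2 (ENSMUSG00000005089; chromosome 2, 102658659 to 102790784, plus strand), at 41.8 ± 2.67 CPM at 0 h and 0.251 ± 0.142, 0.489 ± 0.0459 and 0.699 ± 0.249 CPM afterwards (edgeR adjusted p of 3.49e-06, 6.99e-06 and 8.24e-07). Elovl3 fell from 488 CPM to 6.67, 3.13 and 26.4 CPM, and the last value was set by section 48 h D, at 71.1 CPM against 10.3 to 12.3 in the other 48 h sections. Other large falls were those of Cyp2c40, Sult2a8, Hamp2, the long noncoding RNA gene AC169509.3 and the Mup genes Mup1, Mup9, Mup11 and Mup17. The Mup genes are near-identical copies whose reads can be assigned to each other, so single members are uncertain. As a family they took 4.35% to 6.46% of UMIs at 0 h and 0.668% to 1.85% in the injured sections. The call of Mup1 at 36 h was lost without 36 h B (adjusted p = 0.0582). Elovl3, Sult2a8 and Mup11 belong to the central module.

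Modules were compared to ask how zonation, the migratory signature, proliferation and cell type content moved. The central module fell at each time, with median log2 fold changes of -1.57, -1.30 and -1.06 at 24 h, 36 h and 48 h (fry adjusted p of 0.00075, 0.00125 and 0.00125) and 2, 1 and 3 of 23 genes higher. The portal module fell by 1.17, 0.58 and 0.77 (fry adjusted p of 0.00053, 0.00521 and 0.00075), and its calls at 36 h and 48 h were lost under total-count scaling, at -0.14 and -0.25. The migratory module rose by 0.84, 0.95 and 1.14 (fry adjusted p of 0.0295, 0.0336 and 0.00451), with 16, 18 and 18 of 21 genes higher. The rise at 24 h was no longer called without 0 h 2, 0 h 3, 0 h 4, 24 h A or 24 h B (medians 0.65 to 0.96, adjusted p 0.0646 to 0.106). The rise at 36 h was no longer called without 0 h 2, 0 h 3, 0 h 4, 24 h A, 24 h B, 36 h B or 48 h B (adjusted p 0.0512 to 0.126), and without 36 h B its median was 0.44. The cycling module rose by 2.75 at 48 h (fry adjusted p = 0.00124, 95 of 97 genes higher) and was not called at 24 h (0.37, adjusted p = 0.492) or 36 h (1.37, adjusted p = 0.0747). The call at 36 h was made without 48 h A (adjusted p = 0.00223) and under total-count scaling. The myofibroblast module rose by 3.45 at 36 h (fry adjusted p = 0.00809) and 4.54 at 48 h (adjusted p = 0.00075), with all 4 genes higher. At 24 h its rise of 0.56 was not called (adjusted p = 0.225), but it was without 36 h A or without 36 h B (adjusted p of 0.0332 and 0.0462). The mononuclear phagocyte module was called at 48 h (1.25, fry adjusted p = 0.00521, 4 of 4 genes higher). The hepatocyte module fell by 0.51, 0.39 and 0.59 (fry adjusted p of 0.00075, 0.00521 and 0.00053), but under total-count scaling its median was 0.04 at 36 h and -0.06 at 48 h, with no call. With 1 section left out its median at 36 h ranged from -0.61 to -0.21. The endothelia module was not called against 0 h (medians -0.26, -0.01 and -0.02), and its sign turned under total-count scaling at all 3 times. At 36 h its mean log2 fold change of 0.04 had the other sign than its median. Fry tests each module by itself. With camera and an estimated correlation between genes, which sets a module against all other genes, 0 of the 40 tests were called (smallest adjusted p 0.275) and 4 had an unadjusted p under 0.05, all for the central or portal module. Fry called 20 of the 40, and camera with a correlation of 0.01 called 21.

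**Figure D2:**
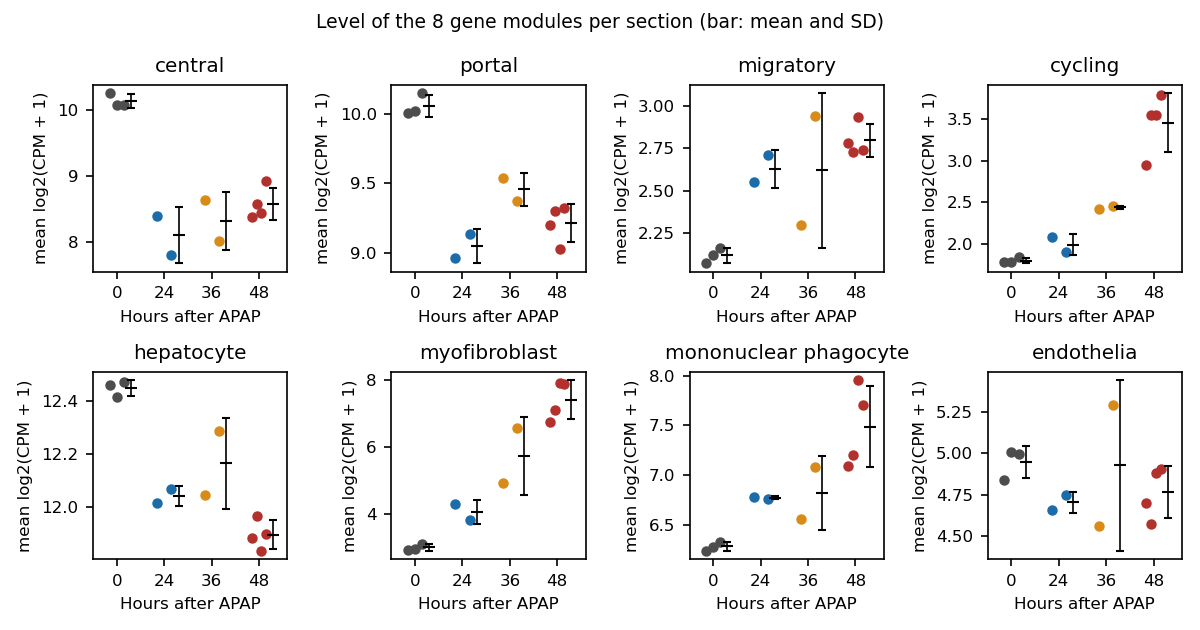
Mean log2(CPM + 1) over the genes of each of the 8 modules against hours after APAP (evenly spaced categories), with 1 point per section and bars for the mean and SD of each group. The cycling level was 1.78 to 1.84 at 0 h and 2.95 to 3.78 at 48 h, and the migratory level of 36 h A (2.30) lay well below that of 36 h B (2.94).

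Adjacent time points were compared to ask which changes continued. Between 24 h and 36 h, 2315 genes were called (1044 higher and 1271 lower at 36 h), and between 36 h and 48 h, 452 (240 higher and 212 lower). Under total-count scaling 68.1% and 74.2% of these calls were higher, against 45.1% and 53.1% with TMM. Both counts rested on spread shared across the whole series. With edgeR fitted to only the 2 groups compared, 1 and 0 genes were called, with 2688 and 2234 at an unadjusted p under 0.05, whereas DESeq2 on all sections called 3187 and 1224. The count of 2315 fell to 450 without 24 h A, 903 without 24 h B and 1338 without 36 h B. The count of 452 fell to 45 without 48 h B and 51 without 48 h C, fell to between 202 and 232 without 0 h 2, 0 h 3, 0 h 4, 36 h A or 48 h D, and rose to 1130 without 36 h B and 739 without 48 h A. Of the 13 listed genes, 5 were called between 24 h and 36 h and 4 between 36 h and 48 h over all genes tested, and 6 and 6 adjusted over the list alone.

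From 24 h to 36 h the largest change in either direction among the named genes was that of Upp2 (ENSMUSG00000026839; chromosome 2, 58567298 to 58792971, plus strand), from 6.46 ± 1.42 to 387 ± 64.5 CPM (log2 fold change 5.90, SE 0.578, edgeR adjusted p = 0.00119). This rise began below the 0 h level of 102 ± 20.8 CPM, from which Upp2 had fallen at 24 h (-3.97, edgeR adjusted p = 0.000303). Against 0 h, Upp2 was higher at 36 h by 1.93 on the log2 scale (edgeR adjusted p = 0.00856). It then fell to 58.2 ± 32.8 CPM at 48 h (log2 fold change -2.73, adjusted p = 0.015, and 0.0502 without 48 h C). Hspa1a and Hspa1b, neighbouring heat shock genes with near-identical sequence whose reads can be shared, were at 134 and 220 CPM at 24 h and at 2.27 and 6.04 CPM at 36 h. From 36 h to 48 h the cycling module rose by 1.19 (fry adjusted p = 0.0167, 96 of 97 genes higher), the myofibroblast module rose by 1.89 (adjusted p = 0.0352) and the hepatocyte module fell by 0.25 (adjusted p = 0.0203). From 24 h to 36 h the portal module rose by 0.34 (fry adjusted p = 0.0167, 9 of 12 genes higher). The migratory module was not called between adjacent times, except from 36 h to 48 h without 36 h B (median 0.67, adjusted p = 0.0165), and from 24 h to 36 h its median of -0.06 and its mean of 0.21 differed in sign. Each of these 4 module calls depended on single sections. The call was lost for cycling without 36 h A or 36 h B (adjusted p of 0.0771 and 0.0786), for hepatocytes without 36 h B (median -0.11, adjusted p = 0.0786), for the portal module without 24 h A or 36 h A (0.0643 and 0.112), and for myofibroblasts without any section other than 36 h B and 48 h A (0.0526 to 0.250).

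To ask whether spots still separated into central and portal territory, the central and portal scores were correlated across the spots of each section. At 0 h the scores opposed each other, with r = -0.599 ± 0.0371 (SD, n = 3 sections). In the 8 injured sections r was -0.0170 ± 0.225, higher than at 0 h (exact permutation test, p = 0.0121, the smallest possible with these group sizes; Benjamini-Hochberg adjusted p = 0.0357 over 6 spatial tests), and each injured section lay above each 0 h section. By time, r was -0.377 and -0.147 at 24 h, -0.226 and 0.0225 at 36 h and 0.0620 to 0.346 at 48 h. Other thinning, scores and filters left the direction and the call of this difference the same in all 5 alternatives that bear on it, and so did leaving out each of the 11 sections. Spots are not independent of their neighbours, so r describes a section and no p was computed across spots. The SD of the zonation score was 0.104 ± 0.00198 at 0 h and 0.0926 ± 0.00907 after injury (exact permutation test, p = 0.0848). It was 0.111 and 0.0995 in 24 h A and B, and in every section at 36 h and 48 h (0.0838 to 0.0938) it lay below every 0 h section (0.102 to 0.106). The pooled difference passed 0.05 with module shares as scores (exact p = 0.0121), at 4000 UMIs (exact p = 0.0485) and without 24 h A (exact p = 0.0167). The share of hepatocyte-low spots was 1.03% ± 0.352 at 0 h and 1.70% ± 2.004 after injury and did not differ detectably (exact permutation test, p = 0.764). It was 0.793% and 0.243% in 24 h A and B, 0.254% and 0.147% in 36 h A and B and 1.41% to 5.98% in the 48 h sections. Both 36 h sections and 24 h B lay below every 0 h section (0.671% to 1.38%), and every 48 h section lay above them, 48 h B narrowly. The pooled test thus averaged shifts in opposite directions and does not show that the share was unchanged at each time. The share after injury depended on depth and on 48 h C. It was 3.67% against 1.13% at 0 h with 4000 UMIs per spot (exact permutation test, p = 0.0848) and 4.35% against 1.20% without thinning (exact p = 0.133), and at 2000 UMIs without 48 h C it was 1.09%.

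**Figure D3:**
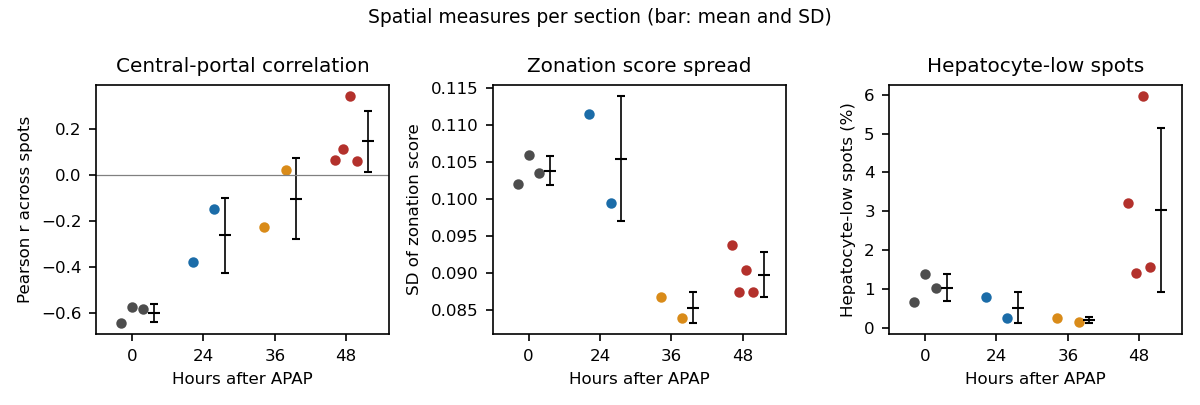
Pearson's r between central and portal scores across spots, SD of the zonation score, and percent of hepatocyte-low spots against hours after APAP (evenly spaced categories), with 1 point per section and bars for the mean and SD of each group. All 8 injured sections lay above the 0 h sections in r, whose 0 h mean was -0.599.

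Finally, Anxa2, the migratory module without Anxa2 and the cycling module were compared between spots beside hepatocyte-low spots and spots far from them, to ask whether these signals gathered around such areas. Of the injured sections, 6 gave a value, since 24 h B and 36 h B had fewer than 20 spots in ring 1. Anxa2 was higher in ring 1 in 6 of 6 sections, by 0.392 ± 0.193 on the natural log scale (exact sign-flip permutation test, p = 0.0312, the smallest possible). The same difference at 0 h was -0.0148 ± 0.0157 (n = 3; exact permutation test between injured and 0 h, p = 0.0238). At 0 h Anxa2 scored only 0.0320 to 0.0634 in ring 1 and far spots, against 0.248 to 0.746 in far spots of these injured sections. A difference at 0 h had little room, so this comparison partly restates the rise of Anxa2. The ring difference was 0.105 in 24 h A, 0.305 in 36 h A and 0.485 ± 0.142 in the 4 sections at 48 h. The migratory module without Anxa2 was higher in ring 1 by 0.0190 ± 0.00957 and the cycling module by 0.0229 ± 0.0185, each in 6 of 6 sections (exact sign-flip p = 0.0312, and 0.0312 after adjustment over 3 tests), against -0.00282 and 0.000264 at 0 h. With 5 sections left the sign-flip tests cannot pass 0.05 (smallest p 0.0625), so leaving out a section was uninformative for their call. The comparison with 0 h then had p = 0.0357 for each of the 3 measures (exact permutation test). Signs held in each such set. Without 1 of the 0 h sections the comparison with 0 h cannot pass 0.05 either when the two-sided p is 2 times the smaller one-sided p, as here (smallest p 0.0714). With every tissue spot the migratory difference from 0 h had p = 0.0714 (exact permutation test), against 0.0238 with passing spots, and its 0 h mean was 0.00163. The myofibroblast and phagocyte scores were also higher in ring 1 than in far spots in 6 of 6 sections, for example 0.576 against 0.286 and 0.719 against 0.431 in 48 h A, so the ring differences cannot be assigned to hepatocytes.

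**Figure D4:**
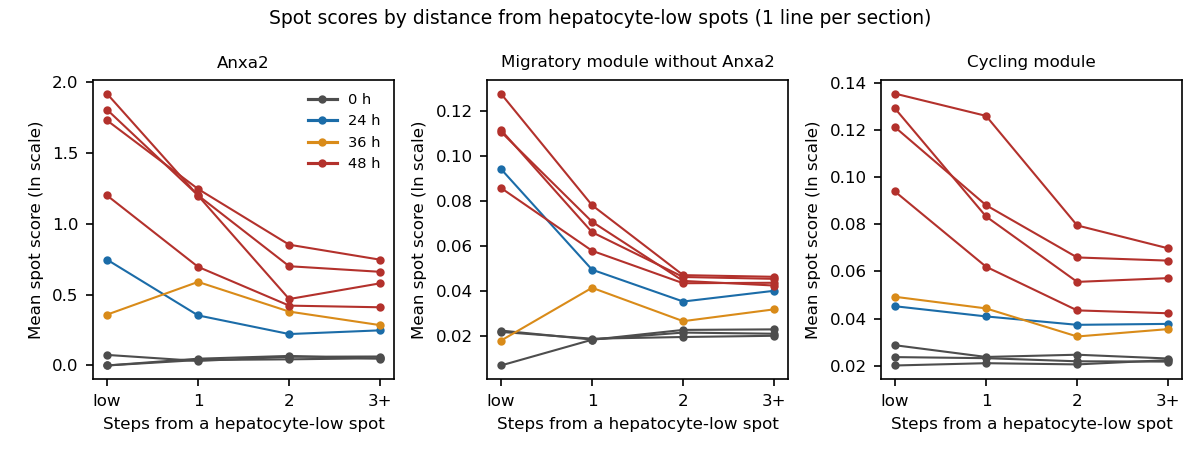
Mean spot score of Anxa2, of the migratory module without Anxa2 and of the cycling module (natural log scale) in hepatocyte-low spots and in spots 1, 2 and 3 or more steps away, with 1 line per section for the 9 sections with enough spots. Anxa2 in the 48 h sections fell from 1.20 to 1.92 in hepatocyte-low spots to 0.422 to 0.852 at 2 steps, and at 0 h it lay between 0 and 0.0747 throughout.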

Values the study reported

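The study reported that, in male mice given APAP, the necrotic area was largest at 30 h, at 22.3 ± 1.3% (s.e.m.), and had shrunk to 15.4 ± 1.4% at 42 h and 9.3 ± 1% at 48 h. It placed the peak of hepatocyte proliferation at 72 h. For mouse liver in spatial transcriptomics it gave n = 1 at each time point.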

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

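Tests chosen only after the result was seen were those of carry-over, Mup copies, counting error in Hspa1a, fewer spots in 48 h B, tissue outside the masks, the label and depth of 36 h B, matched spots, and the comparison with endothelia. Tests written before their result was seen were those of a small patch, time of day, stress at collection and RNA spreading from the tissue, except that its ratio was set against the other sections only afterwards.

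Section 48 h D lay far from the other 48 h sections in 3 named genes: Elovl3 (71.1 CPM against 10.3 to 12.3), Mup1 (53.0 against 6.15 to 13.0) and Mup17 (52.9 against 9.88 to 15.4). Among 64 sets of values examined in this way, 5 held a section this far away, and chance gives about 1 in 20. All 3 genes were far higher at 0 h than at 48 h, so RNA carried over from a 0 h library was tested. Carry-over would raise every such gene by the same share of its 0 h level. For Elovl3 the share was 12.2%, whereas the median over 10 other such genes was 1.40%, with 31.2% for Hsd3b5, 22.0% for Mup18 and -0.408% for Cyp2c40. The tables therefore argue against carry-over as the cause for Elovl3. For Mup17 it stays open, since its share (1.41%) was near that median. Cyp2c40 and Cyp2c69 (-0.120%) were not raised, however, which carry-over at 1 share for every gene would not give. The share of Mup1 (3.09%) lay above the median, so carry-over at the median share would not account for all of it. A small patch of the section did not explain Elovl3 either: its top 5% of spots held 17.6% of its UMIs, near 15.1% to 16.6% at 0 h and below 27.6% to 39.2% in the other 48 h sections, and 76.6% of spots had it. Reads shared between Mup copies cannot be told apart from a change of Mup1 and Mup17 themselves, since 5 of the 13 genes that fell at least 20-fold were Mup genes and no count separates copies. The sections of a group share time and treatment, so the design gives no biological explanation to test for 1 of them.

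Hspa1a in 48 h A (1.97 CPM against 1.13 to 1.20) also lay apart. Counting error was tested on its 136 UMIs. Per 1000000 UMIs the level was 2.25, and the lower end of its 95% Poisson interval, 1.89, lay above the highest other 48 h section (1.36), so counting error alone is too small. The level is low beside 134 CPM at 24 h, Hspa1b shares reads with this gene, and no biological explanation was tested.

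The UMIs in passing spots of 48 h B (43600556) lay below those of the other 48 h sections (59776103 to 60856876). The section had the fewest spots in its group, 1490, and its median of 27988.5 UMIs per spot was the highest of the group. A smaller piece of tissue is therefore a candidate explanation, and lower yield per spot is argued against. No biological explanation was tested.

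The effect against 0 h differed between 36 h and 24 h in 2315 genes by the direct edgeR comparison, with 450 without 24 h A, 903 without 24 h B and 1338 without 36 h B. The portal module differed by 0.34 (9 of 12 genes higher), which was lost without 24 h A or 36 h A (adjusted p of 0.0643 and 0.112). Named genes that differed included Upp2 (5.90), Inmt (4.39), Hamp2 (3.86), Col1a1 (3.06), Mki67 (2.45), Top2a (2.11), Hal (1.53), Cyp2e1 (0.86), Hspa1b (-5.19) and Hspa1a (-5.88). Leaving out 1 section took away the call of Inmt (without 24 h A 0.0672, 24 h B 0.0766), Hamp2 (24 h A 0.0610, 24 h B 0.0824), Col1a1 (24 h A 0.102, 24 h B 0.104, 36 h B 0.108), Mki67 (24 h B 0.0897, 36 h A 0.0664, 36 h B 0.0620), Top2a (24 h B 0.0850, 36 h B 0.0631) and Cyp2e1 (24 h B 0.142, 36 h A 0.0578, 36 h B 0.0522). Those of Upp2, Hal, Hspa1a and Hspa1b held in all 11 cases. The size of the Inmt change depended on 36 h A (2028 CPM against 228 in 36 h B, with 70.05 and 37.7 at 24 h). Upp2, Inmt and Hamp2 had first fallen from 102, 1185 and 345 CPM at 0 h to 6.46, 53.9 and 7.73 CPM at 24 h, so their rises began below 0 h.

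Time of day may account for part of this. The labels give no clock time of collection, but 36 h after a dose falls opposite in the day to 24 h and 48 h after the same dose. Clock genes were split into a list of 10 that peak in the day or early evening and a list of 5 that peak at night or towards morning. From 24 h to 36 h the day list rose by a median of 1.22 (9 of 10 higher, 6 called) and the night list fell by 1.39 (0 of 5 higher, 3 called), a difference of 2.61. From 36 h to 48 h the day list fell by 1.67 and the night list rose by 0.76, a difference of -2.43. Dbp was at 5.31, 3.54, 46.1 and 8.94 CPM at 0 h, 24 h, 36 h and 48 h, and Arntl at 16.5, 9.06, 3.45 and 11.5 CPM. Nr1d1 was the exception of the day list from 24 h to 36 h, at -0.61. A candidate explanation is thus that clock phase sets part of what differs between 36 h and its neighbours, which was found and tested on the same data. Which of the 2315 genes follow the clock was not tested, and progress of the injury itself stays open.

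Hspa1a and Hspa1b were higher at 24 h. Stress at tissue collection was tested with 10 immediate early genes, which rose by a median of 2.14 at 24 h against 0 h (10 of 10 higher, 7 called). They were also higher at 36 h (0.90, 5 called) and at 48 h (1.40, 7 called), where Hspa1a was not. A list of 10 heat shock genes, 2 of them Hspa1a and Hspa1b themselves, rose by 1.31 at 24 h (10 of 10 higher, 8 called) and fell by 2.17 from 24 h to 36 h (10 called lower). Stress at collection cannot be told apart from a response to injury, because both raise these genes and collection was confounded with time.

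The 36 h sections lay far apart, with 27 genes at least 4-fold higher in 36 h B and 33 in 36 h A among 7056 genes. A wrong time label on 36 h B was tested with its cycling level, 2.45, near 2.42 in 36 h A, below 2.95 to 3.78 in the 48 h sections and above 2.08 and 1.90 in the 24 h sections. Among the clock genes, Dbp, Tef, Hlf, Ciart, Per1, Per2, Per3 and Nr1d2 were higher in 36 h B than in every 24 h and 48 h section. Dbp, for example, was at 28.8 CPM against 2.90 to 10.9, and Tef at 77.1 CPM against 19.8 to 42.2. Arntl, Npas2, Nfil3 and Cry1 were lower than in all of those sections. Nr1d1, Bhlhe41 and Clock lay within their range. Arntl was at 3.57 CPM against 3.33 in 36 h A, 8.80 and 9.32 at 24 h and 9.37 to 12.8 at 48 h. By size alone, Per1, Per2, Per3, Nr1d2, Clock and Cry1 still lay nearer a 24 h or 48 h section than 36 h A. Per3, for example, was at 11.6 CPM against 41.8 in 36 h A and 6.08 in 48 h A. Other values lay nearer 48 h than 36 h A. The myofibroblast level of 36 h B (6.57) was near 48 h A (6.76) and far from 36 h A (4.91). On the first principal component 36 h B lay at 34.8, among the 48 h sections (31.8 to 52.4) and far from 36 h A (1.77). A true time of 24 h or 48 h is argued against by the cycling level and by most of the listed clock genes, with the exceptions named. A section further along in repair than 36 h A stays open. Different depth was argued against as well, since 36 h B held 1.07 times the UMIs of 36 h A. A difference between the animals or pieces of liver stays open and was not tested.

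Between 36 h and 48 h, 452 genes differed, with 45 without 48 h B, 51 without 48 h C, 202 to 222 without a 0 h section (0 h 2, 0 h 3 or 0 h 4), 231 without 48 h D, 232 without 36 h A, 739 without 48 h A and 1130 without 36 h B. The cycling module rose by 1.19 (96 of 97 genes higher), the myofibroblast module rose by 1.89 (4 of 4) and the hepatocyte module fell by 0.25 (5 of 6 lower). The call was lost for cycling without 36 h A or 36 h B (0.0771 and 0.0786), for hepatocytes without 36 h B (0.0786), and for myofibroblasts without any section but 36 h B and 48 h A (0.0526 to 0.250). More cells of other types were tested as the cause of the cycling rise, in spots with no more myofibroblast, phagocyte and endothelial UMIs than the median 36 h spot. There the cycling level, the mean log2(CPM + 1) per gene without TMM, was 2.88 on average at 48 h (2.49, 3.05, 2.78 and 3.20 in A to D), above 2.33 and 2.11 in the 36 h sections and 2.04 and 1.82 in the 24 h sections. This argues against these 3 cell types as the whole cause, by a narrow margin in 48 h A. They may account for part, since over all spots the level was 3.11 to 3.95 at 48 h and 2.53 and 2.51 at 36 h. The summed UMIs of the list in matched spots also lay higher at 48 h (965 to 1382 per 1000000) than at 36 h (889 and 713). They were 1075 in 24 h A, above both 36 h sections, although its level per gene (2.04) lay below both. The summed UMIs were not used, so the conclusion rests on the level per gene. Other cell types were not tested. In 48 h C and 48 h D only 6.50% and 4.38% of spots were this poor in other cells. A lower share of hepatocyte RNA would raise myofibroblast and endothelial genes alike. The endothelia module changed by -0.10 (0 of 7 genes higher), so this was argued against as the cause of the myofibroblast rise, but that change was 0.39 without 36 h B and -0.32 without 36 h A. A larger share of myofibroblasts and higher expression per cell stay open.

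Named genes that differed between 36 h and 48 h included Ccnb2 (3.35), Ube2c (3.34), Birc5 (2.48), Mki67 (2.42), Top2a (2.245), Col3a1 (2.12), Lyz2 (1.41), Lpin1 (-2.47), Upp2 (-2.73) and Serpina7 (-2.86). Each of these calls was lost without some section. Those were 48 h C for Upp2 (0.0502), 36 h A, 48 h B and 48 h C for Birc5 (0.0521 to 0.0637), Top2a (0.0560 to 0.0773) and Serpina7 (0.0584 to 0.0974), and these and 36 h B for Ccnb2 (0.0592 to 0.0888) and Ube2c (0.0503 to 0.0749). For Lyz2 they were 0 h 2, 0 h 3, 0 h 4, 36 h A, 48 h B and 48 h C (0.0560 to 0.119). For Mki67 they were all but 24 h A, 24 h B and 48 h A (0.0516 to 0.0901), for Col3a1 all but 36 h B and 48 h A (0.0526 to 0.143), and for Lpin1 all but 36 h A and 48 h A (0.0540 to 0.176). Lpin1 was at 181 CPM in 36 h B and 34.0 in 36 h A, and without 36 h B its change was -0.82. Time of day, tested above with a difference of -2.43 between the clock lists from 36 h to 48 h, may account for part of the changes of genes apart at 36 h from both neighbours, such as Upp2 (6.46, 387 and 58.2 CPM at 24 h, 36 h and 48 h). Upp2 was also far lower at 24 h than at 0 h (102 CPM). Which of these genes follow the clock was not tested.

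Spots outside the tissue mask, which the comparisons did not use, held 21.2% of UMIs in 48 h A, 24.7% in 48 h B and 24.9% in 48 h D, above the highest 0 h section (19.97%). RNA spreading from the tissue was tested by distance. The ratio of UMIs 1 step outside the mask to UMIs 4 or more steps outside was 1.80 in 48 h A, 19.2 in 48 h B and 6.76 in 48 h D (median 6.76), and 2.86 to 14.2 in the 8 other sections. The profile outside was closest to the section's own tissue in all 11. The ratio did not go with the excess, so whether spreading caused it stays open. In 48 h A, 86.1% of spots 4 or more steps outside held over 25% of the tissue median, so tissue lying outside the mask is a candidate explanation there. In 48 h B and 48 h D the share was 11.2% and 24.8% (median 18.0%), within the range at 0 h (8.47% to 34.95%), and tissue outside the mask cannot be told apart from spreading because the images were not used. The masks are those of the authors. No biological explanation was tested.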

How the results depend on the processing

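The fit of 6 sections without a replicate block, used to read the block, was chosen only after the result was seen. The other alternatives counted here were fixed before the data were examined. Camera with an estimated correlation is not among them. It called 0 of 40 module tests (4 at an unadjusted p under 0.05), so no fry call held under it.

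Of the alternatives other than leaving out a section, 31 of 39 gene counts, 110 of 130 module results, 27 of 29 spatial results and 603 of 672 results of named genes kept their direction and their side of the threshold. A gene count was held to be the same within 1.5 times, and ring results were scored by their sign-flip p alone. Among results with a section left out these were 40 of 55, 389 of 440, 47 of 66 and 903 of 990. Under all of these, 2 of 5 counts (4182 to 7584 at 24 h and 4926 to 9519 at 48 h, against 0 h), 11 of 40 module tests, 58 of 90 gene results and 2 of 6 spatial results stayed the same. The genes behind a count changed more. Total-count scaling shared 4913 of 6180 calls at 24 h and 4200 of 6552 at 48 h, and called 150 genes at 48 h in the opposite direction. Every tissue spot, thinned sections, and removal of mitochondrial and haemoglobin genes changed none of the counts or gene results in this sense.

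Total-count scaling raised the genes changed at 36 h to 7506. It turned the sign of Alb at 36 h and 48 h (0.17 and 0.13), Mki67 at 24 h (0.22), Ccnb2 at 36 h (0.26), the endothelia module at 24 h, 36 h and 48 h (0.0717, 0.42 and 0.51), the hepatocyte module at 36 h (0.0435) and the migratory module between 24 h and 36 h (0.0467), none of them called in that direction. It took away the calls of the portal module at 36 h and 48 h (-0.14 and -0.25) and of the hepatocyte module at 48 h (-0.0623). It added those of phagocytes at 24 h and 36 h (0.83 and 0.72), cycling at 36 h (1.80), hepatocytes between 24 h and 36 h (0.32) and phagocytes between 36 h and 48 h (0.59). By construction this scaling shifts all genes of a section together.

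With camera at a correlation of 0.01 the medians stay as they are and only the test changes. The hepatocyte module was no longer called at 24 h (-0.51), at 36 h (-0.39) or between 36 h and 48 h (-0.25). Cycling at 36 h (1.37), cycling and myofibroblasts between 24 h and 36 h (0.90 and 2.46) and phagocytes between 36 h and 48 h (0.50) were called. The SD of the zonation score was called with module shares as scores (a difference of -0.0406 from 0 h) and at 4000 UMIs (-0.0151). The cause was not tested.

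Fits of only the 2 groups compared called 1 gene between 24 h and 36 h and 0 between 36 h and 48 h with edgeR (2688 and 2234 at an unadjusted p under 0.05), whereas DESeq2 on all sections called 3187 and 1224. Fewer sections leave fewer degrees of freedom for the spread. The section letter as a replicate block gave 82 and 0 genes (3436 and 1202 at an unadjusted p under 0.05), and the same 6 sections without the block gave 118 and 0 (3758 and 1290), so most of the loss came with the smaller set of sections and a smaller part with the block. Deviations of sections with the same letter correlated at 0.377 between 24 h and 36 h but at -0.113 and -0.100 between 24 h and 48 h and -0.0291 and -0.174 between 36 h and 48 h, so pairing by letter was not shown. It is not excluded either. In a group of 2 sections the deviations mirror each other, so 24 h and 36 h give a single value. Over the named genes these alternatives gave 61 losses of a call (15 with the block, 17 with its 6 sections, 20 with only 2 groups, 6 with no filter and 3 with total-count scaling) and 4 gains.

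With 1 section left out at a time, counts ranged from 2643 to 4880 at 36 h, from 450 to 3198 between 24 h and 36 h and from 45 to 1130 between 36 h and 48 h. A lone section of a group was assumed to vary like the other groups. Against 0 h, module medians ranged from 0.65 to 0.96 (migratory, 24 h), 0.28 to 0.77 (myofibroblast, 24 h), 0.44 to 1.01 (migratory, 36 h), 1.22 to 1.39 (cycling, 36 h), -0.38 to 0.30 (endothelia, 36 h) and -0.13 to 0.0506 (endothelia, 48 h). Between 24 h and 36 h they ranged from -0.0914 to 0.49 (central), 0.31 to 0.45 (portal), -0.32 to 0.22 (migratory), 0.69 to 0.93 (cycling), 0.0745 to 0.32 (hepatocyte), 1.58 to 3.02 (myofibroblast), -0.19 to 0.27 (phagocyte) and -0.0805 to 0.59 (endothelia). Between 36 h and 48 h they ranged from -0.12 to 0.57 (central), -0.16 to 0.67 (migratory), 1.06 to 1.40 (cycling), -0.39 to -0.11 (hepatocyte), 1.25 to 2.90 (myofibroblast), 0.27 to 0.80 (phagocyte) and -0.32 to 0.39 (endothelia). The sections behind each loss of a call between adjacent times are named above. In the other direction, calls were gained for cycling between 24 h and 36 h without 48 h A (0.90), for hepatocytes, myofibroblasts and endothelia between 24 h and 36 h without 36 h A (0.32, 3.02 and 0.59), for endothelia between 36 h and 48 h without 36 h A (-0.32), for the migratory module without 36 h B (0.67) and for phagocytes without 48 h A (0.60).

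The difference in zonation SD ranged from -0.0140 to -0.00675, and was called without 24 h A (-0.0140). Ring differences ranged from 0.347 to 0.449 (Anxa2), 0.0164 to 0.0209 (migratory without Anxa2) and 0.0163 to 0.0269 (cycling), and with 5 sections their sign-flip tests cannot pass 0.05. Mki67 at 24 h ranged from -1.91 to 0.53, Top2a at 24 h from -0.31 to 0.91 and Ccnb2 at 36 h from -0.48 to 0.0620, none called. The cause of these changes was not tested beyond the smaller number of sections.

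At 2000 UMIs per spot with the 1st percentile, 2 injured sections gave no ring value. All 8 gave one at 4000 UMIs, and also at 2000 UMIs with the 5th percentile. Depth and the cut for hepatocyte-low spots thus both bore on which sections gave a value.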

Other observations

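Tests chosen only after the result was seen were the other splits of the sections, thinning of the sections, the scaling, counting noise in r, and depth of the spots. Tests written before their result was seen were those of other cells, of the tissue edge and of RNA spreading sideways.

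The difference between 48 h and 0 h was examined with other splits of its 7 sections. Of 35 splits into 3 and 4 sections, 1 gave as many genes as the real one, which is the real one itself (7216 genes in a fit of only these groups). None of the other 34 gave more than 36, so a chance split of these sections is excluded as the cause. Each other split mixes both groups, which adds their difference to the spread and lowers its count, and if the sections of a time point came from a single mouse, chance differences between mice are not excluded. Different depth was argued against as the whole cause as well, since 6029 genes were changed after thinning every section to 1 total, against 6552. The balance of higher and lower genes was another matter. With total-count scaling 93.7% of the genes changed at 48 h were higher, against 52.7% with TMM, and the 50 most abundant genes held a larger share of UMIs in all 3 sections at 0 h than in any injured section. A few abundant genes taking more of the counts at 0 h is therefore a candidate explanation for the balance. Whether RNA per cell also changed was not tested.

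The loss of opposition between central and portal scores was tested for counting noise, since fewer module UMIs pull r towards 0. With noise removed by comparing 2 independent parts of each spot's UMIs at equal depth, r was -0.0613 on average in the injured sections (-0.662 to 0.507) and -0.890 at 0 h (-0.929 to -0.827), and 8 of 8 injured sections lay above every 0 h section. With all UMIs of each spot the values were -0.0219 and -0.661, with 7 of 8 above. Varying content of other cells was tested with r given the hepatocyte, myofibroblast, phagocyte and endothelia scores, which was -0.193 in the injured sections and -0.583 at 0 h, with 8 of 8 above. Both were thus argued against as the whole cause, although other cells may account for part, since r at 48 h lay near or above 0 before this step. Loss of central hepatocytes and lower expression of zonal genes in surviving ones stay open, and both lists were picked by the study on its own spatial data.

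Higher Anxa2 beside hepatocyte-low spots was tested for depth, edge and spreading. At 4000 UMIs in every spot the difference was 0.354 on average and above 0 in 8 of 8 injured sections (sign-flip permutation, p = 0.0078, the smallest possible). Without spots at the tissue edge it was 0.390 in the 6 sections that gave a value, from 0.125 to 0.551. Depth and edge were thus argued against. RNA spreading sideways would leave 1 step away a like share of the excess of every gene enriched in hepatocyte-low spots. Anxa2 kept more than most such genes in the 48 h sections, at a median percentile of 95.5 (89.2, 96.2, 96.2 and 94.9), and at 47.1 in 24 h A. The limit set beforehand was the 95th percentile in the 48 h sections, which 2 of 4 sections passed, so spreading cannot be told apart from Anxa2 made beside these spots. More myofibroblasts and phagocytes in these spots stay open as well, since their scores were higher in ring 1 than in far spots in 6 of 6 sections (0.576 against 0.286 and 0.719 against 0.431 in 48 h A). Whether hepatocytes next to hepatocyte-poor areas express more Anxa2 was not tested, since a spot mixes cell types.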
